A study of Mus musculus with 3 samples.

How the data were processed

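Polyadenylated RNA of single mouse embryonic stem cells was measured in 3 libraries, 1 for each of a DMSO control, tubercidin for 3 h and tubercidin for 6 h, with 10x Genomics Chromium barcoding, per the labels. The deposited values are raw UMI counts per gene and barcode, made with Cell Ranger 7.1.0, per the file headers. The genome build, the annotation and whether intronic reads were counted are stated by neither headers nor labels. The matrices list 1817054, 617590 and 802370 barcodes, so the authors deposited these counts without a cell filter. Each library lists the same 32285 genes, with Ensembl identifiers and symbols. A symbol carried by several identifiers was taken, in lists, from the identifier with most UMIs.

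Cells were called in each library as barcodes with at least 1/10 of the UMIs of the 99th percentile of its top 3000 barcodes, at least 500 genes and at most 20% mitochondrial UMIs. The last filter removed 0, 7 and 1 barcodes. Doublets were kept. Scrublet, as run in scanpy 1.11.5, marked 4, 7 and 1 cells, under 0.5% of each library, so leaving them out says little about doublets; removing cells above 2 times the median UMIs of their library was added as an alternative. Cells were not clustered and no cell types were assigned. Summed markers fixed beforehand stood at 0.0286, 0 and 1.17 CPM for 2-cell-like cells, 8.88, 6.72 and 10.9 CPM for primitive-endoderm-like cells, 0.963, 1.37 and 2.11 CPM for fibroblast-like cells and 13.1, 8.76 and 11.0 CPM for trophoblast-like cells, in the control, 3 h and 6 h. The 2-cell-like values rest on only 3, 0 and 29 UMIs. At 6 h 1 cell stood out for 2-cell-like genes, as described under the other observations, so the 6 h value does not show a rise across cells.

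UMI counts were summed over the cells of a library, scaled to CPM, and compared as the log2 ratio of CPM + 1. Because this pseudocount shrinks the change of low genes, counting intervals were computed separately, for the ratio without it, as exact conditional binomial intervals. Shares have Clopper-Pearson intervals. With 1 library per group no test was run and no p-value is given. Genes were counted by a rule of size, at least 2-fold, among 7884 genes with a mean of at least 10 CPM over the 3 libraries. A gene without a UMI could be at up to 0.0286 CPM in the control, 0.100 CPM at 3 h and 0.122 CPM at 6 h, 3 counts in each case.

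The genes named were fixed by rule before the data were examined: in each comparison with the control the 5 largest and 5 smallest log2 ratios among genes past 2-fold, leaving out names of predicted genes, the 2 extreme genes at either end of a list, and Pou5f1, Sox2, Nanog, Cdkn1a, Mdm2, Malat1, Neat1 and Xist. List genes under a mean of 1 CPM were left out, and lists with fewer than 3 remaining genes were not summarised. Random lists were drawn from 20 bins of mean expression. The correlation between time points was set beside 20 simulated sets of unchanged libraries. The statistics were tested on simulated counts for 7884 genes, of which 200 were changed by more than 2-fold, with counting error only. In the simulated 3 h and 6 h comparisons 100% of the changed genes were recovered and 0 unchanged genes passed 2-fold. Of the intervals, 95.1% and 95.3% held the true ratio. With such changes and no variation between cultures, this outcome was nearly fixed in advance. It checks the computation and does not show how the rule of size performs between cultures.

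Thinning drew 4000 UMIs from each cell without replacement, the 10th percentile of the shallowest library rounded down to a multiple of 100. Cell cycle phases were scored with scanpy. Alternatives covered the cell cut-off, the mitochondrial limit, doublets, 4 other scalings (without mitochondrial genes, median-of-ratios factors, TMM factors from edgeR 4.0.16 in R 4.3.3, and UMIs per cell), subtraction of free RNA at 10% of UMIs, equal weight for each cell, a pseudocount of 0.1 CPM, and a mean of at least 50 CPM or no filter. A second free-RNA profile, the removal of cells with many UMIs, cell cycle scoring per library and repeats of the random draws behind the phases were chosen after seeing the data.

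Gene neighbours, exon numbers and base composition came from GENCODE M21 (GRCm38), in which 32235 of the 32285 identifiers were found. Because the files name no build, this annotation was used only for names, order, strand and gene structure, and no coordinates are given. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.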

Results

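Mouse embryonic stem cells of the E14 line, grown in serum with leukaemia inhibitory factor, were profiled by droplet single-cell RNA sequencing after exposure to tubercidin. Tubercidin is an adenosine analogue in which a carbon replaces a ring nitrogen of the base. Cells received 10 uM tubercidin for 3 h or for 6 h, and the control cells received the solvent DMSO for 6 h. No solvent control of 3 h was included, so differences at 3 h also carry any effect of the unmatched time. Each of the 3 conditions was represented by 1 library, so the spread between replicates could not be estimated and no difference below was tested. All intervals are exact 95% intervals that cover counting error only, and they do not describe how far a second culture would differ.

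The files held 115656427 unique molecular identifiers (UMIs, each counting 1 captured RNA molecule) for the control, 35374540 for 3 h and 29353325 for 6 h. Cells were called as barcodes above a UMI minimum set within each library, which came to 11033 UMIs in the control, 2961 at 3 h and 2107 at 6 h. This gave 2031 control cells, 2365 cells at 3 h and 2926 cells at 6 h, which together held 104892739, 29892000 and 24681924 UMIs. The median cell had 48452 UMIs and 7083 detected genes in the control, 11877 UMIs and 3293 genes at 3 h, and 8004.5 UMIs and 2799.5 genes at 6 h. The median UMI number per cell was thus 4.08-fold lower at 3 h and 6.05-fold lower at 6 h than in the control. Halving or doubling the minimum moved the medians to 47858 or 48996 UMIs in the control, 11449 or 12501.5 at 3 h and 7615 or 8364 at 6 h. Barcodes ranked after the first 5000 and up to 15000 by UMIs, which lie below every cell cut-off, had medians of 343, 210 and 138 UMIs. These were 1.63-fold and 2.49-fold lower at 3 h and 6 h than in the control. The number of sequencing reads per library was not used here, so the difference in UMIs per cell combines any difference in RNA content with any difference in sequencing depth.

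**Figure D1:**
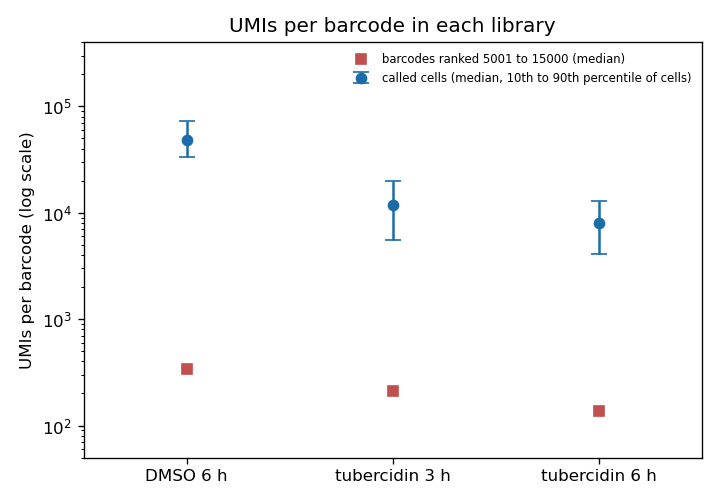
UMIs per barcode on a log axis for the 3 libraries (1 per condition): circles are medians over called cells with bars from the 10th to the 90th percentile of cells, and squares are medians of the barcodes ranked after the first 5000 and up to 15000. The cell medians stood at 48452, 11877 and 8004.5 UMIs and the medians of the lower-ranked barcodes at 343, 210 and 138.

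Mitochondrially encoded genes took 2.95% of the UMIs in control cells, 3.43% at 3 h and 2.87% at 6 h. Cells with over 10% mitochondrial UMIs made up 26 of the 2031 control cells (1.28%, Clopper-Pearson interval 0.838 to 1.87%), 124 of the 2365 cells at 3 h (5.24%, 4.38 to 6.22%) and 50 of the 2926 cells at 6 h (1.71%, 1.27 to 2.25%). At this cell cut-off the share at 3 h lay outside the counting intervals of the other libraries. With barcodes counted from a lower minimum, the 6 h share also lay above the control's interval, as described under the other observations.

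The first comparison asked which transcripts differed after 3 h of tubercidin. UMIs were summed over the called cells of each library and scaled to the same total for each library (CPM), and the log2 ratio of CPM + 1 was taken. Among 7884 genes with a mean of at least 10 CPM over the 3 libraries, 70 were at least 2-fold higher and 437 at least 2-fold lower at 3 h than in the control, and the median log2 ratio was -0.27. These numbers describe a rule of size and are not tests. The split depended on the scaling. Median-of-ratios size factors, which shifted the median of all genes by 0.23 on the log2 scale, gave 139 higher and 166 lower genes (45.6% higher, against 13.8% under CPM). TMM factors shifted it by 0.19 and gave 126 and 202 (38.4% higher). UMIs per cell without scaling shifted it by -1.90, with 6 genes higher and 7785 lower. Whether more genes fell than rose therefore could not be settled from these libraries, and the ratios below are relative to each library's total.

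Among genes with established names and a mean of at least 10 CPM, the largest increases at 3 h were those of Mcmdc2, Tapbpl, Fam83e, Hist4h4 and Il12rb2. Mcmdc2 (ENSMUSG00000046101) was at 1.52 CPM in the control and 30.3 CPM at 3 h, a log2 ratio of 3.64. Tapbpl (ENSMUSG00000038213) went from 4.69 to 55.1 CPM, a log2 ratio of 3.30, and Fam83e (ENSMUSG00000054161) from 0.906 to 17.2 CPM, a log2 ratio of 3.25. Hist4h4 rose by a log2 ratio of 2.71 and Il12rb2 by 2.40. The lowest ratios among these genes were those of Hist1h2ap, Hist1h1b, Mgat5b, Fbxo5 and Zfp36l1. Hist1h2ap (ENSMUSG00000094777) stood at 556 CPM in the control and 40.0 CPM at 3 h, a log2 ratio of -3.77. Hist1h1b (ENSMUSG00000058773) stood at 1009 and 152 CPM, a log2 ratio of -2.72. Mgat5b, Fbxo5 and Zfp36l1 had log2 ratios of -2.32, -2.21 and -2.17. The histone genes belong to a family of near-identical copies whose transcripts mostly lack a poly(A) tail, so their counts are uncertain.

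The second comparison asked the same after 6 h. Of the same 7884 genes, 184 were at least 2-fold higher and 348 at least 2-fold lower than in the control, with a median log2 ratio of -0.12. Median-of-ratios size factors gave 188 and 320, and TMM factors 169 and 388. Among genes named by the same rule Mcmdc2 again led the increases, at 44.4 CPM and a log2 ratio of 4.17, followed by Fam83e at 3.50, Il12rb2 at 3.49, Rab26os at 3.27 and Pram1 at 3.23. Fam83e begins 376 bp past the end of Rpl18 on the same strand in GENCODE M21, and is reported as uncertain. Hist1h2ap had the lowest ratio, at 16.3 CPM and -5.01, followed by Herpud1 at -2.96, Klf2 at -2.52, Gbx2 at -2.49 and Rpp38 at -2.41. Klf2 (ENSMUSG00000055148) was at 230 CPM in the control, 89.0 CPM at 3 h and 39.3 CPM at 6 h. Hist4h4, raised at 3 h, was at 4.52 CPM in the control and 4.70 CPM at 6 h, and the counting interval of its 6 h log2 ratio, -0.25 to 0.35, included 0.

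The changes at the 2 time points were alike across genes. Of the genes past 2-fold, 44 were higher and 198 lower at both times, and 0 changed in opposite directions. The log2 ratios at 3 h and 6 h had a Pearson r of 0.779 and a Spearman rho of 0.753 across the 7884 genes, with the same sign in 77.9% of them. Genes are not independent replicates, and both ratios share the control library, which by itself produces a correlation. Simulated unchanged libraries of the same depths gave r = 0.203, rho = 0.189 and 56.6% with counting error alone, and r = 0.493, rho = 0.476 and 66.6% with an assumed 20% coefficient of variation per gene. The observed values were above both. The simulated variation was equal and independent in the 3 libraries, so a larger deviation of the control library alone was not covered. Such a deviation would also raise the correlation, and the simulations cannot separate it from an effect shared by both treated libraries.

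**Figure D2:**
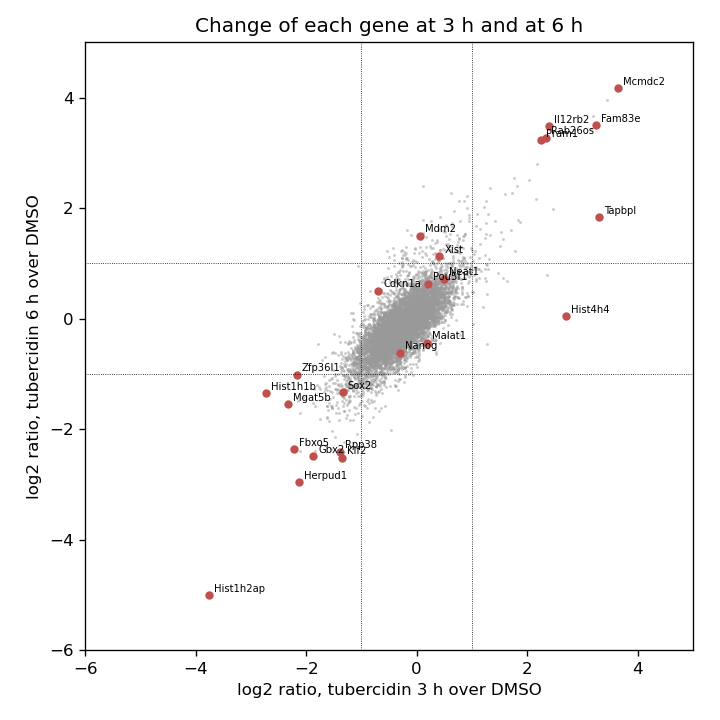
Log2 ratio of CPM + 1 against the control at 3 h (horizontal axis) and at 6 h (vertical axis), 1 grey point per gene with a mean of at least 10 CPM (7884 genes, 1 library per condition), with the named genes in red and dotted lines at 2-fold. Mcmdc2 lies highest on both axes and Hist1h2ap lowest, and Hist4h4 and Tapbpl had larger increases at 3 h than at 6 h.

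Set against 3 h directly, the 6 h library had 129 genes at least 2-fold higher and 13 at least 2-fold lower (90.8% higher), with a median log2 ratio of 0.14. This split also depended on the scaling. Both median-of-ratios and TMM factors gave 57 higher and 45 lower (55.9% higher), with the median of all genes shifted by -0.22, and UMIs per cell gave 5 and 173.

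Genes fixed before the data were examined gave mixed changes. Pou5f1 was at 137 CPM in the control, 159 CPM at 3 h and 213 CPM at 6 h, whereas Sox2 was at 205, 80.6 and 81.1 CPM and Nanog at 77.4, 62.4 and 50.2 CPM. Mdm2 was at 85.3 CPM in the control and 88.5 CPM at 3 h, with a counting interval of the log2 ratio from -0.01 to 0.12, and at 243 CPM at 6 h, with an interval from 1.46 to 1.56. Cdkn1a was at 15.4, 9.13 and 22.2 CPM. Malat1 was at 3185, 3615 and 2355 CPM, and Neat1 at 72.7, 103 and 121 CPM. Xist was low in every library, at 3.42, 4.88 and 8.67 CPM.

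Gene lists fixed in advance were compared with 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test of the treatment. The 19 p53 target genes had a median log2 ratio of 0.17 at 3 h, above 99.98% of random lists, and of 0.56 at 6 h, above all 10000 drawn, with 18 genes higher and 1 lower at 6 h. Between 3 h and 6 h their median log2 ratio was 0.57. Under UMIs per cell without scaling these medians were -1.67, -1.63 and -0.01, against a median of all genes of -2.16 at 3 h and -2.53 at 6 h. The 20 immediate-early genes had medians of -1.13 at 3 h and -1.16 at 6 h, below all random lists drawn, with 18 of the 20 lower at each time. The 19 genes of the integrated stress response had medians of -0.64 and -0.90, and within it Chac1, whose mean was under 10 CPM, fell most, with log2 ratios of -3.72 and -3.76. The 52 G2/M-phase genes had medians of -0.52 and -0.33 and the 42 S-phase genes of -0.42 and -0.35, all below at least 99% of random lists. Pluripotency genes (20) lay inside the random range at 3 h, at -0.18 and the percentile 52.7, where the sign depended on the scaling, and below it at 6 h, at -0.42 and the percentile 0.11. Within that list Klf2 had the lowest 6 h ratio and Esrrb the highest, at 0.92. Ribosomal protein genes were taken by name, as Rpl or Rps followed by a number, without pseudogenes and Rps6k genes. This takes in relatives such as Rps27l and Rps27rt and leaves out genes such as Rplp0 and Rpsa. The 82 genes of this list had a median of 0.28 at 3 h, above all random lists, and of 0.05 at 6 h, within the range. The sign at 3 h changed only under UMIs per cell, to -1.75.

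The other lists lay within the central 95% of random lists in both comparisons with the control. Their medians at 3 h and 6 h were 0.21 and 0.02 for 13 mitochondrially encoded genes, -0.18 and -0.04 for 16 host genes of small nucleolar RNAs, -0.14 and -0.06 for 30 genes of speckles and splicing regulation, and -0.08 and -0.06 for 14 heat shock genes. They were -0.08 and 0.06 for 26 genes of ribosome biogenesis, -0.14 and -0.13 for 18 genes of adenosine handling and methylation, -0.62 and -0.51 for 8 genes of primed or formative cells, and -0.56 and -0.23 for 5 genes that check sex. Several of the small medians at 3 h change sign with the scaling, so no direction is given for them. Of the 2-cell-like list only 1 gene reached 1 CPM, so that list was not summarised.

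**Figure D3:**
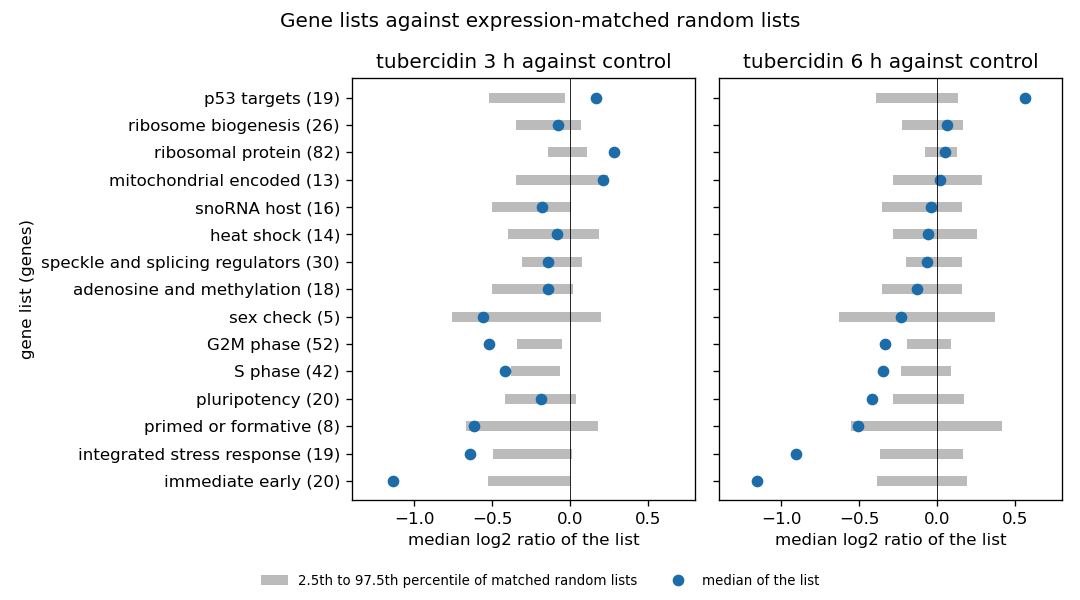
Median log2 ratio of each gene list (circles, number of genes in brackets) at 3 h (left) and 6 h (right) against the control, with grey bars for the central 95% of 10000 expression-matched random lists. At 6 h the p53 targets lay at 0.56 and the immediate-early genes at -1.16, both outside the bars; the unscaled UMIs per cell turn the p53 median negative.

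Cell-level measures were taken after thinning every cell to 4000 UMIs, which left out 0 control cells, 122 cells at 3 h and 284 cells at 6 h. The thinned median was 1894 genes per cell in the control, 1657 at 3 h and 1796 at 6 h, against 7083, 3293 and 2799.5 unthinned. Scoring all cells together placed 46.3% of control cells in S phase (Clopper-Pearson interval 44.1 to 48.5%), 62.1% at 3 h (60.0 to 64.1%) and 58.6% at 6 h (56.7 to 60.5%), with 53.3%, 36.6% and 40.4% in G2/M. These shares rest on random draws that the intervals do not cover. Over 20 further draws of the thinning the S-phase shares ranged from 40.2 to 55.9% in the control, 48.2 to 72.2% at 3 h and 40.6 to 69.5% at 6 h, and over 20 further draws of the background genes for the scores from 29.9 to 51.0%, 42.5 to 67.3% and 38.3 to 60.1%, with the control lowest in 19 and in 20 of the draws. Unthinned cells gave 50.7%, 65.1% and 60.3% in S phase. Scoring each library on its own gave 49.4%, 40.1% and 37.5% in S phase, which put the control above both treated libraries instead of below them. Very few cells were scored G1, 8, 30 and 26 cells when all were scored together and 5, 68 and 14 when each library was scored on its own, so no order of the libraries is drawn from the phases.

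At least 2 UMIs of the Zscan4 family were found in 0 of 2031 control cells, which at 3 cells allows a share of up to 0.148% (Clopper-Pearson upper bound 0.181%), in 0 of 2243 cells at 3 h, which allows up to 0.134% (upper bound 0.164%), and in 1 of 2642 cells at 6 h (0.0379%, Clopper-Pearson interval 0.000958 to 0.211%). No difference was detectable at this depth. The Fano factor, the variance of a gene's UMIs over cells divided by their mean, was taken for 1217 genes with a mean of at least 0.5 UMIs per thinned cell. Its median was 1.06 in the control, 1.09 at 3 h and 1.08 at 6 h, and 68.0% of these genes had a larger value at 3 h than in the control and 59.7% at 6 h. Without thinning 5943 genes reached that mean, and the shares among them were 0.370% and 0.320%. The direction was thus seen only at equal depth, and the set of genes changed together with the depth.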

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

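The alternatives used here (scalings, mitochondrial limit, cell cut-off) were fixed beforehand, but the tests on Cdkn1a and Malat1, including that against the median gene, were chosen after those results were seen. With 1 library per condition none of the differences was tested against replicates.

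Cdkn1a and Malat1 drew attention because they moved in opposite directions at 3 h and 6 h, beyond counting error; the difference between time points was not tested. Cdkn1a had a log2 ratio of -0.69 at 3 h and 0.51 at 6 h against the control, and of 1.20 between 6 h and 3 h. In ratios without a pseudocount it lay 0.47 below the median gene at 3 h and 0.66 above it at 6 h, and the bound of the counting intervals nearest to the median gene was -0.28. A factor per library shifts a gene and the median gene alike, so scaling does not account for these opposite positions. Against the control both signs stayed under median-of-ratios and TMM factors, with -0.47 at 3 h nearest to 0. UMIs per cell gave -2.34 and -1.82, but they lower nearly every gene and carry depth, so they do not show whether Cdkn1a RNA rose or fell per cell. Cdkn1a is a p53 target, and the p53 list as a whole also rose between 3 h and 6 h. At 3 h against the control, however, the list median was 0.17, with 13 genes higher and 6 lower. Cdkn1a had the lowest ratio of the list there, so the list as a whole did not share its decrease at 3 h. A time-dependent response to tubercidin stays open as an untested hypothesis. Differences between single cultures and the unmatched time in solvent at 3 h stay open too, because the design cannot separate them from treatment.

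Malat1 had a log2 ratio of 0.18 at 3 h and -0.44 at 6 h, and of -0.62 between 6 h and 3 h. Without a pseudocount it lay 0.46 above the median gene at 3 h and 0.31 below it at 6 h, with -0.30 as the nearest bound of the counting intervals, so scaling does not account for these positions either. Both signs stayed under median-of-ratios and TMM factors, and the 3 h value was 0.37 under TMM. Malat1 stays in the nucleus, so damaged cells could carry more of it. Leaving out cells over 10% mitochondrial UMIs kept the 3 h value at 0.17. This took out only 124 of the 2365 cells at 3 h, and damaged cells under that limit stay in, so damage is not excluded. UMIs per cell gave -1.85 and -3.05 and again do not show the change per cell. Damage of cells, differences between single cultures or library preparations, and the unmatched time in solvent at 3 h stay open.

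UMIs outside the called cells, which the summed counts of the main gene comparisons leave out, took a larger share in both treated libraries: 15.5% at 3 h and 15.9% at 6 h, against 9.31% in the control. With the cell cut-off halved the shares were 14.3%, 14.2% and 8.76%, so the place of the cut-off does not explain the difference. More RNA released from damaged cells, or lower RNA content of the cells against an unchanged background, may produce it; the median cell held 141 times the UMIs of the barcodes ranked after the first 5000 and up to 15000 in the control, and 56.6 and 58.0 times at 3 h and 6 h. Neither was tested separately.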

How the results depend on the processing

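The free-RNA profile of barcodes ranked after the first 5000 and up to 15000, the removal of cells with many UMIs the scoring of each library on its own and the repeats of random draws were chosen after seeing the data. The numbers of called cells, the median UMIs per cell and the mitochondrial shares of UMIs stayed within 1.5 times under every choice of cells run. The share of cells over 10% mitochondrial UMIs is not covered by this. Counted from 1/10 of each library's median UMIs, it rose from 1.28%, 5.24% and 1.71% to 3.43%, 9.25% and 6.02% in the control, 3 h and 6 h. The Spearman rho between the 3 h and 6 h changes stayed between 0.676 and 0.778 over the alternatives.

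Scaling mattered most, by its own construction. In genes higher and lower, median-of-ratios factors gave 139 and 166 at 3 h and 57 and 45 between 6 h and 3 h; TMM factors gave 126 and 202, and 57 and 45. UMIs per cell gave 6 and 7785 at 3 h, 6 and 7818 at 6 h, and 5 and 173 between them. Among lists outside the random range and genes past 2-fold, UMIs per cell alone reversed values: the p53 list to -1.67 at 3 h, -1.63 at 6 h and -0.0096 between them, the ribosomal protein list at 3 h to -1.75, and at 6 h Mdm2 to -1.08, Tapbpl to -0.45 and Xist to -0.87. It adds any difference in depth to each ratio. It also changed the sign of smaller changes, such as Cdkn1a at 6 h to -1.82 and Malat1 at 3 h to -1.85, and the small medians of several lists at 3 h change sign under the other scalings as well.

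A mean of at least 50 CPM, which tests fewer genes, gave 22 and 95 at 3 h, 42 and 75 at 6 h, and 23 and 4 between them; no filter gave 226 and 855, 679 and 707, and 389 and 33. Genes lower at 6 h than at 3 h, 13 in the report, numbered 22 and 23 after subtracting the free RNA of barcodes with 100 UMIs or fewer and of the later-chosen ranks, and 20 with a pseudocount of 0.1 CPM; the cause was not tested.

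Phase shares moved in at least 1 library under each alternative that rescored them. In S phase and G2/M, 2000 UMIs per cell gave 34.0% and 65.2% in the control, 40.8% and 56.2% at 3 h and 38.2% and 59.8% at 6 h. No thinning gave 50.7% and 49.0% in the control and 65.1% and 34.5% at 3 h. Removing the few Scrublet calls gave 57.6% and 40.0% at 3 h and 52.3% and 45.4% at 6 h. Scoring each library on its own gave 49.4% and 50.4%, 40.1% and 56.8%, and 37.5% and 61.9%. The first redraw of the thinning gave 51.8% and 46.6% at 3 h and 52.4% and 46.0% at 6 h, and the first redraw of the background genes 34.7% and 64.8%, 42.6% and 55.7%, and 41.0% and 58.0%. With the Scrublet calls removed from the same thinned cells, S phase at 3 h was 59.9%. Random draws alone thus move the shares beyond their counting intervals, and moves within the range of the 20 further draws cannot be assigned to the settings. Scoring each library on its own went beyond that range in S phase at 3 h and 6 h, where the lowest draws gave 42.5% and 38.3%. It also put the control highest, whereas the control was lowest in 19 and in 20 of the draws. With 2000 UMIs per cell the 3 h share was also below the range, and the 6 h share was at its lower end. The share of genes with a Fano factor above the control's was 74.4% and 71.8% at 3 h and 6 h with 2000 UMIs per cell (571 genes). It was 79.3% and 63.5% for genes of at least 2 UMIs (266 genes). Without thinning it was 0.370% and 0.320% over 5943 genes, where the deeper control has the larger variance.

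The filters on mean CPM do not enter single genes and lists and are left out of the following count. Of 1218 other values under alternatives, 1027 stayed within their counting or list interval, 184 moved, and the 7 given above reversed.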

Other observations

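The tests of upstream genes among rising genes, of free RNA, of scaling (with alternatives fixed beforehand except for 1 free-RNA profile), of UMIs per cell, of mitochondrial share and of the single 2-cell-like cell were chosen after the result was seen; the tests of exon number, gene span, base composition, overlap and thinned depth, and of upstream genes in the p53 list, were written before their results.

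Several of the strongest increases lay just downstream of an expressed gene on the same strand. Of the 184 genes at least 2-fold higher at 6 h, 25 (13.6%) had a same-strand gene of at least 50 CPM in the control ending within 10 kb upstream, against a median of 5.43% in 10000 expression-matched random lists, above all of them. Examples, chosen after their values were seen, are Fam83e, 376 bp past Rpl18, and Ifi35, 2878 bp past Rpl27, with 6 h log2 ratios of 3.50 and 2.80 while the upstream genes changed by 0.06 and -0.08. The control arrangement, an expressed opposite-strand gene ending toward the rising gene, occurred in 6.52%, at the percentile 54.4. For the 70 genes raised at 3 h the shares were 21.4% (percentile 100) and 12.9% (percentile 96.7), so there the control arrangement was also near the edge. Genes of 1 to 10 CPM, which were not used to notice the pattern, had a median 6 h log2 ratio of 0.38 when such a gene ended within 2 kb upstream (70 genes), 0.44 from 2 to 5 kb (105 genes), 0.15 from 5 to 10 kb (132 genes) and -0.05 without one (5392 genes). The contrast was smaller among genes of at least 10 CPM, with medians of 0.04, 0.01 and -0.04, against -0.13 without one. Transcription running past gene ends under tubercidin may contribute to these counts. Under this definition it can concern only 25 of the 184 genes, and it leaves Mcmdc2 and Il12rb2 without an explanation. Among the 25 is mt-Nd5, whose neighbour belongs to the same mitochondrial transcript. Rps15 is also among them, at 2027 CPM in the control and 4585 CPM at 6 h. That rise is far above the level of its upstream gene Dazap1, 113 CPM in the control, so transcription past Dazap1 is an unlikely source of it.

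Overlap with an expressed same-strand gene was found for 6 of the 184 genes (3.26%, percentile 99.95 of random lists, whose median was 0.543%). Reads of an overlapping gene may therefore account for a few of the increases. Free RNA at 10% of UMIs in every library, and the depth of the summed counts, do not account for the 184 as a set. Of them, 166 stayed past 2-fold after the free-RNA profile fixed beforehand was subtracted, and 179 after the one chosen later. With the summed control thinned to the treated depth, 177 did. Of the 348 genes at least 2-fold lower, 329, 323 and 329 stayed so under the same 3 changes. A larger share of free RNA in the treated cells was not tested. The median cell held 141 times the UMIs of the lower-ranked barcodes in the control and 58.0 times at 6 h. Thinning the summed counts does not test depth per cell. Scaling was hardly tested for these sets. Median-of-ratios factors kept 184 and 320 of them and TMM factors 169 and 348, but they moved the median gene by only 0.01 and -0.03 on the log2 scale at 6 h, and UMIs per cell, with 6 genes higher and 7818 lower, move nearly every gene and carry depth, so the numbers are relative to the library total.

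Because tubercidin replaces adenosine, adenosine-rich transcripts might fall more. Across genes at 6 h, the log2 ratio had a Spearman rho of -0.25 with the adenosine share of the longest transcript and of 0.30 with its GC share. The thymidine share had a rho of -0.26 at 6 h, so the 6 h trend was not specific to adenosine. At 3 h the rho was -0.19 for thymidine and -0.30 for adenosine. Given GC share, the partial rho with adenosine was -0.0012 at 6 h and -0.12 at 3 h. Given adenosine share, the partial rho with GC was 0.17 at 6 h and 0.06 at 3 h. GC content may thus carry the 6 h trend, through library preparation or through biology, whereas at 3 h adenosine kept the larger part. The adenosine and GC shares had a rho of -0.84 with each other, and the libraries give no single reading for both times. With either trend taken out, 270 (adenosine) and 265 (GC) of the 348 lower genes stayed past 2-fold, between the outcomes set beforehand, so a partial contribution of composition remains open.

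Rank correlations with gene structure across all genes gave negative results at 6 h, the time for which limits were set beforehand. The 6 h log2 ratio had a rho of 0.12 with exon number and of -0.0019 with genomic span. At 3 h these were -0.11 and -0.27, so exon number had the opposite sign, and the 3 h value for span was beyond the limit used at 6 h. Lower ratios for long genes thus remain open at 3 h. Genes with few exons were more often past 2-fold in both directions, noticed afterwards: 26 of the 118 genes with 1 exon were at least 2-fold lower at 6 h (22.0%), 70 of the 532 with 2 to 3 exons (13.2%), 190 of the 3088 with 4 to 9 (6.15%) and 62 of the 4146 with 10 or more. The shares at least 2-fold higher in the same classes were 5.93%, 5.45%, 2.36% and 1.81%, a weaker gradient than for lower genes. The median 6 h log2 ratios of the classes were -0.13, -0.20, -0.16 and -0.09. A larger fall of some genes with few exons therefore stays open at 6 h, because a rank correlation across all genes does not exclude it.

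The rise of the p53 list at 6 h holds relative to other genes. The list lay 0.68 above the median of all genes on the log2 scale, a difference that a factor per library cannot make. The 4 other scalings are no separate checks of it, since they shift list and genes alike apart from the weight of the pseudocount, which raised the difference to 0.90 under UMIs per cell. The list median itself was then -1.63, and because UMIs per cell carry depth, whether these transcripts rose per cell stays open. Upstream genes do not account for the rise: its genes without an expressed upstream gene had a median of 0.53. A p53 response to tubercidin may be the source, as an untested hypothesis, and differences between single cultures stay open.

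UMIs per cell fell by a factor 2.44 times that of the barcodes without a cell at 6 h (6.05-fold against 2.49-fold). Sequencing depth as the only difference between the libraries would lower both alike, so it cannot be the whole cause. Lower RNA content, with or without lower depth, or more free RNA together with lower depth, may be. The number of reads was not used, so whether depth was lower in the treated libraries is not known. Counted from 1/10 of each library's median UMIs, barcodes with over 10% mitochondrial UMIs made up 3.43% in the control, 9.25% at 3 h and 6.02% at 6 h. The 3 h share was 2.70 times the control's there, so the place of the cell cut-off does not explain the whole difference. The size of the difference did depend on it. The 6 h share, with a counting interval of 5.23 to 6.88%, then also lay above the control's interval of 2.70 to 4.29%. At the main cut-off the 6 h and control intervals overlapped. Damage of cells by treatment or by handling stays open.

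In the 6 h library 1 cell of 10875 UMIs held 63 UMIs of the 2-cell-like list over 9 of its 19 genes, and the next cell held 2. The cell held 38.7% of the list's 163 UMIs in that library, less than the majority first asked for as evidence against free RNA. That test was uninformative because 98 of the 163 UMIs came from Zfp750, which had 0 in that cell. At the rate of all other cells, free RNA would give 0.0441 UMIs there. A single 2-cell-like cell is 1 of 2926 (0.0342%, 0.000865 to 0.190%), and 0 such cells in the control allow, at 3 cells, a share of up to 0.148%, so no link to treatment can be drawn.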
